A study of Daphnia magna with 56 samples.

How the data were processed

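Messenger RNA was sequenced from whole female Daphnia magna, a freshwater crustacean used in toxicity testing, after 4 or 8 days of gamma irradiation at 0.4, 1, 4, 10, 40 or 100 mGy/h, or without irradiation (0 mGy/h). Per the labels' protocols, libraries were read as pairs of 100 bp on a DNA nanoball sequencer. The values used were the read counts deposited by the authors, whole numbers that were not normalized, in a table for each day with 28 libraries in it. The aligner, the counting program, the genome build and the handling of reads shared between transcripts were not stated in the labels or the file headers. Each table had 23570 entries, which are RefSeq model transcript records and not genes, in the same order on both days. Each record was tested on its own, and the word transcript stands for such a record below.

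Samples were grouped by the dose rate and the day in their labels, which gave 14 groups of 4 libraries. All 56 columns were matched to a library by the code in its label. No 2 libraries of a day had identical counts. The smallest chi-square per degree of freedom between any pair of the 28 libraries was 6.85 on day 4 and 24.1 on day 8, over transcripts with a summed count of at least 20, so every library was counted as a separate sample.

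Counts were analysed in R 4.3.3 with edgeR 4.0.16. For each day, transcripts passing filterByExpr on the dose-rate groups were kept, which left 9369 on day 4 and 9367 on day 8. Libraries were scaled with TMM factors. A quasi-likelihood model (glmQLFit, glmQLFTest) with a coefficient for each dose rate was fitted to all 28 libraries of the day, which share the estimate of spread. Each exposed group was compared with the 0 mGy/h group, all 6 exposed groups were tested together, and a slope on the rank of the dose rate was tested in a second model. Tests were 2-sided, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A transcript was called when its adjusted p-value was under 0.05. Standard errors of log2 fold changes were derived as the fold change divided by the square root of the F statistic. The difference in effect between days was tested as an interaction in 1 edgeR model of the 16 libraries at 0 and 100 mGy/h. Expression levels are given as CPM (counts scaled to a common library size) on TMM-scaled library sizes, and log2 CPM used a prior count of 2.

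A benchmark dose rate was computed for each transcript with a dose-rate trend. It is the dose rate at which an isotonic fit through the group means of log2 CPM leaves the fitted control value by 1 pooled within-group SD. Interpolation was on the log10 scale between tested dose rates and linear between 0 and 0.4 mGy/h. The spread of the median was taken as the SD over 50 bootstrap draws of libraries within groups, with the transcripts fixed.

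The models were tested on simulated counts drawn from the means, dispersions and library sizes of the real libraries, with 200 transcripts changed 2-fold at 100 mGy/h and another 200 given a slope. Transcripts were drawn independently, so variation shared between transcripts was not simulated. Among 9369 simulated transcripts on day 4, edgeR recovered 81.0% of those changed at 100 mGy/h and 93.0% of those with a slope, and 5.95% and 4.15% of the calls were false. Among 9367 on day 8, it recovered 73.0% and 88.5%, and 4.29% and 3.52% of the calls were false. The interaction model was tested on a larger change, with no effect of 100 mGy/h on day 4. The median estimated log2 difference between days of the changed transcripts was 1.50. It recovered 158 of 200 such transcripts among 9329, with 5 false calls. For 500 simulated transcripts that reach 1 SD at 1 mGy/h, the median benchmark dose rate was 0.927 mGy/h. For a response of 2 SD, reached at 10 mGy/h in the simulation, the median was 7.96 mGy/h and 26 of the 500 had no value, so the method placed that response too low.

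The transcripts named in the text were chosen by a rule fixed before the data were examined. For each day, the rule took transcripts called at 100 mGy/h with a mean of at least 50 counts over the 8 libraries compared and with all 4 exposed libraries on the same side of all 4 controls. Of these, the 3 largest rises and the 3 largest falls were named. The rule added the 3 transcripts passing on both days with the largest smaller change, and the 2 per day called in the same direction at the most dose rates, with ties broken by the omnibus p-value. Any other transcript named is said to have been chosen after its values were seen.

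Symbols were taken from a table of the RefSeq annotation of assembly ASM2063170v1.1. Only 101 of the 23570 records matched with their version number, and 14015 (59.5%) matched when the version was ignored. The matched symbols were all LOC numbers, and the table used held no descriptions. The gene set tests planned for 100 mGy/h on both days were therefore not run. Checks of GC content and transcript length were void, since 67.9% of the tested transcripts on day 4 and 68.0% on day 8 were matched, under the 80% required. Coordinates are not given, since the genome build behind the counts is not stated.

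Alternatives fixed beforehand were RLE scaling, no low-count filter, DESeq2 1.42.0, the replicate number as a block, models of only the compared groups, the dose rate itself in place of its rank, other benchmark settings, and leaving out each library in turn. The same replicate numbers recur in every group's labels, and the block rests on these numbers. Surrogate variables from sva 3.50.0 and a library-size class were added after the data were examined. Random regroupings used fixed seeds. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Library totals ran from 13285376 to 14243541 counts on day 4 and from 14032254 to 14986499 on day 8, so 3 counts, the smallest number taken as detectable, correspond to about 0.2 CPM. That floor covers counting error only, since amplified reads are not independent molecules.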

Results

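The dataset comprised 56 RNA-seq libraries of whole female Daphnia magna, 28 taken after 4 days and 28 after 8 days of exposure to gamma radiation. On each day, 4 replicate libraries represented each of 7 dose rates, with 0 mGy/h as the unexposed control. The series title places the work in point-of-departure modelling, and the comparisons below address at which dose rate and on which day transcript levels departed from the control. Depth was even. Total counts per library ran from 13285376 to 14243541 on day 4 and from 14032254 to 14986499 on day 8, and the largest total was 1.07 times the smallest on each day. Between 10575 and 10732 transcripts were detected per library on day 4, and between 10422 and 10676 on day 8. Of the 23570 records, 11342 had no count in any library. The common biological coefficient of variation was 0.233 on day 4 and 0.332 on day 8.

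Each library's overall profile was first summarised by principal component analysis of log2 CPM. On day 4 the first component held 50.9% of the variance and the second 16.2%. The day 4 controls had a mean first-component score of -32.3 ± 6.24 (SD, n = 4), and the 0.4 mGy/h libraries had a mean of 39.8 ± 13.1 (SD, n = 4), with no overlap. With the controls included, the group means did not rise or fall in order of dose rate. The 100 mGy/h libraries, with a mean of -20.0 ± 20.1 (SD, n = 4), lay closer to the controls than the 0.4 mGy/h libraries did. Within the 1 mGy/h group, replicates 1 and 2 had scores of -40.3 and -40.6, while replicates 3 and 4 had 39.7 and 36.5. Dose-rate groups differed in first-component score on day 4 in a permutation test with 100000 resamples (p = 0.0236), and 48.1% of the score's variance lay between groups. Against the control, the 0.4 and 10 mGy/h groups each gave a 2-sided exact permutation p of 0.0286, the smallest that 4 against 4 libraries can give, and the adjusted value over the 6 comparisons was 0.0857. On day 8 the first component held 26.6% of the variance, 32.9% of it lay between groups, and the groups were not separated (permutation p = 0.167).

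**Figure D1:**
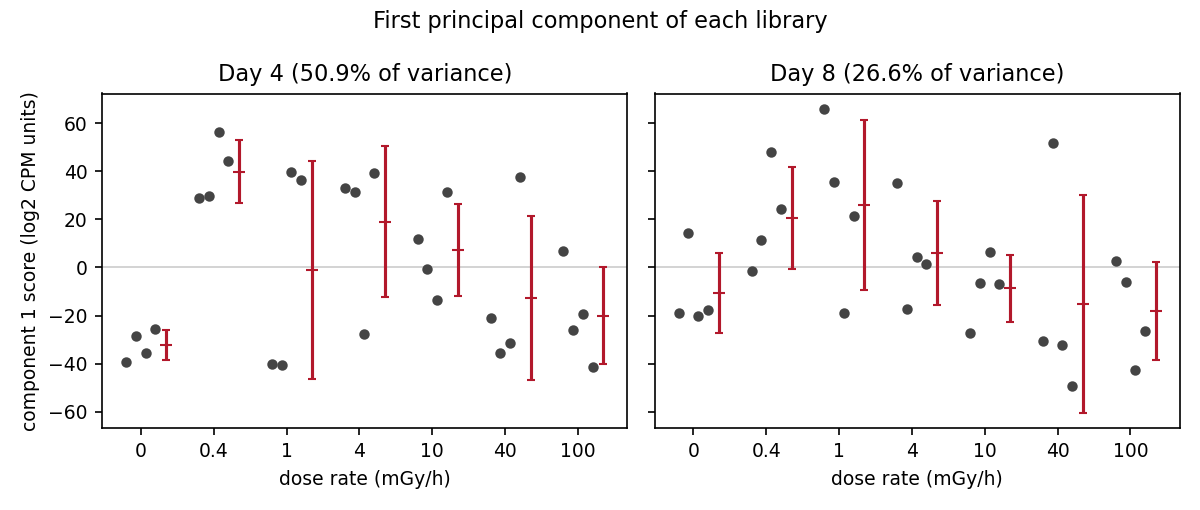
First principal component score of each library (points, replicates 1 to 4 from left to right) against dose rate in mGy/h, with the group mean and SD (red, n = 4), on day 4 and day 8. On day 4 the controls lie between -39.2 and -25.7 and the 0.4 mGy/h libraries between 29.0 and 56.4, while the 1, 4 and 40 mGy/h groups have libraries near both ends.

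To find which dose rates changed individual transcripts, each exposed group was compared with the control of the same day. On day 4, out of 9369 transcripts tested, edgeR called 15 at 0.4 mGy/h (12 higher), 63 at 1 mGy/h (42 higher), 8 at 4 mGy/h (4 higher), 38 at 10 mGy/h (23 higher), 27 at 40 mGy/h (25 higher) and 71 at 100 mGy/h (52 higher). The numbers did not follow the dose rate. Unadjusted p-values under 0.05 numbered 1247 at 0.4 mGy/h and 868 at 100 mGy/h, where 468 would be expected by chance. The highest count under any alternative was that of DESeq2, which called 395 at 0.4 mGy/h. The edgeR count there fell from 15 to 0 (1014 unadjusted) when control replicate 1 was left out. With surrogate variables as covariates, 1 transcript was called at 0.4 mGy/h and 64 at 100 mGy/h. Of the calls, 15 at 100 mGy/h and 7 at 0.4 mGy/h changed at least 2-fold. Across transcripts, which are not independent replicates, the log2 fold changes of pairs of dose rates correlated with r from 0.648 to 0.949. All of these contrasts share the same 4 control libraries. Altogether 168 transcripts were called on day 4 at any dose rate, 126 of them at a single dose rate and 9 at 3 or more.

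Totals on day 4 fell into a larger class of 8 libraries, from 13955640 counts upward, and a smaller class of 20 libraries, up to 13625826 counts. All 4 libraries at 10 mGy/h belonged to the larger class, with 1 control, so that contrast could not be recomputed within a class. Within the smaller class, edgeR called 1 transcript at 0.4 mGy/h, 49 at 1 mGy/h, 10 at 4 mGy/h, 5 at 40 mGy/h and 31 at 100 mGy/h. These contrasts had 3 controls, with 2 exposed libraries at 40 mGy/h, 3 at 100 mGy/h and 4 at the other dose rates. Where a count fell, the class and the loss of libraries cannot be told apart. Of the 31 at 100 mGy/h, 30 were among the 71 called with all libraries. The larger class held 1 control and 1 library at 100 mGy/h, too few for the comparison.

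On day 8, out of 9367 transcripts, edgeR called 2 at 0.4 mGy/h, 24 at 1 mGy/h (20 higher), 0 at 4 mGy/h, 1 at 10 mGy/h, 3 at 40 mGy/h and 256 at 100 mGy/h (125 higher, 131 lower). At 4 mGy/h the smallest adjusted p-value was 0.701, and 275 transcripts had an unadjusted p-value under 0.05 where 468 would be expected by chance. At 100 mGy/h there were 1959. Among the 256 calls at 100 mGy/h, 40 changed at least 2-fold, and the median absolute log2 fold change was 0.46. DESeq2 called 680 transcripts at 100 mGy/h, and edgeR with surrogate variables called 27, of which 18 were among the 256.

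**Figure D2:**
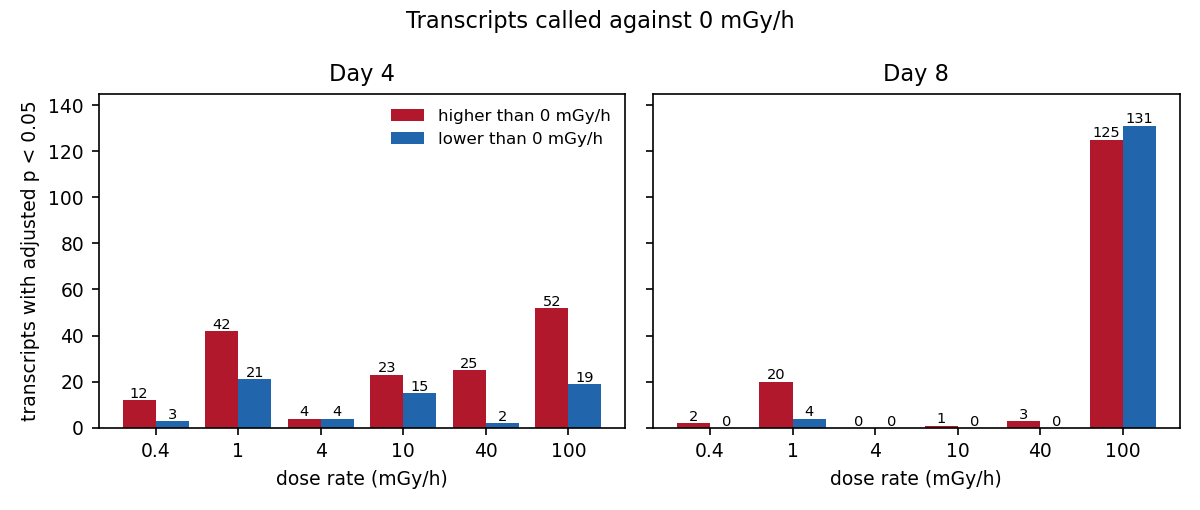
Number of transcripts with an edgeR adjusted p-value under 0.05 against 0 mGy/h (vertical axis) at each exposed dose rate in mGy/h, higher (red) and lower (blue), on day 4 and day 8. The day 8 calls concentrate at 100 mGy/h (125 higher, 131 lower), while the day 4 calls are spread over the dose rates.

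When all dose rates were tested together, 330 transcripts differed among groups on day 4 and 135 on day 8 (edgeR, adjusted p-value under 0.05). A trend on the rank of the dose rate was called for 53 transcripts on day 4 (39 rising, 14 falling) and for 609 on day 8 (302 rising, 307 falling). On day 8, 202 of the trend transcripts were also called at 100 mGy/h, and 407 were called at no single dose rate. With the dose rate itself as the covariate, 159 transcripts had a trend on day 4 and 1117 on day 8. With surrogate variables, 35 of the tested transcripts had a trend on day 8.

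The point of departure was expressed as the benchmark dose rate of each trend transcript. Its median was 3.92 ± 1.24 mGy/h (bootstrap SD, 53 transcripts) on day 4 and 9.17 ± 3.86 mGy/h (bootstrap SD, 609 transcripts) on day 8. The medians come from different sets of transcripts, and their difference was not tested. Benchmark dose rates under 0.4 mGy/h, the lowest dose rate used, were obtained for 11 transcripts on day 4 and 13 on day 8. On day 8, 33.8% of the benchmark dose rates lay between 10 and 40 mGy/h. With a response of 2 SD in place of 1 SD, the medians were 15.5 and 60.2 mGy/h over the transcripts that reached that response.

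**Figure D3:**
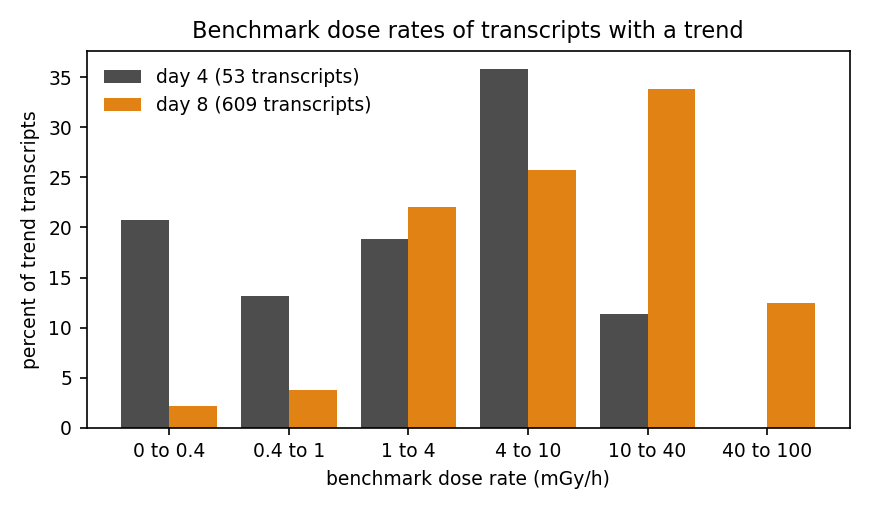
Percent of trend transcripts (vertical axis) whose benchmark dose rate fell in each interval between tested dose rates in mGy/h, for day 4 (grey, 53 transcripts) and day 8 (orange, 609 transcripts). On day 4, 35.8% lie between 4 and 10 mGy/h, and on day 8, 33.8% lie between 10 and 40 mGy/h.

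The transcript XM_032940429.1 (LOC116932654) met the naming rule on both days. Its level on day 4 was 14.0 ± 1.61 CPM in controls, 26.7 ± 1.06 CPM at 40 mGy/h and 45.0 ± 4.06 CPM at 100 mGy/h (SD, n = 4 each). On day 8 it was 13.1 ± 1.66 CPM in controls, 21.2 ± 0.633 CPM at 10 mGy/h, 37.6 ± 0.818 CPM at 40 mGy/h and 57.0 ± 4.07 CPM at 100 mGy/h (SD, n = 4 each). At 100 mGy/h the edgeR log2 fold change was 1.68 (SE 0.10, adjusted p = 3.05e-10) on day 4 and 2.12 (SE 0.10, adjusted p = 9.40e-13) on day 8. The transcript was called at 40 and 100 mGy/h on day 4, and at 10, 40 and 100 mGy/h on day 8. At 10 mGy/h on day 4 the log2 fold change of 0.30 was not called (edgeR adjusted p = 0.180). The benchmark dose rate of the transcript was 0.299 mGy/h on day 4, under the lowest dose rate used, and 2.42 mGy/h on day 8. Its fold change at 100 mGy/h did not differ detectably between days (edgeR interaction 0.44, adjusted p = 0.0953).

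**Figure D4:**
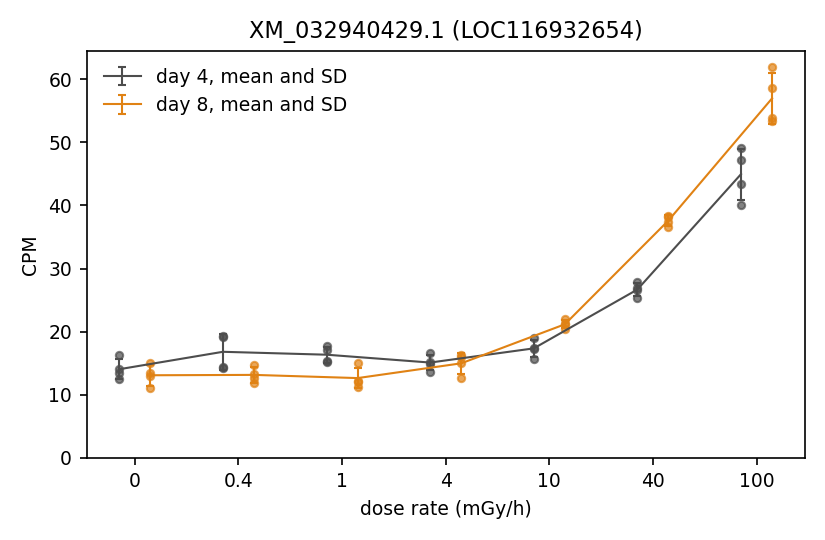
CPM of XM_032940429.1 (LOC116932654) in each library (points) against dose rate in mGy/h, with the group mean and SD (lines and bars, n = 4) on day 4 (grey) and day 8 (orange). Means rise from 14.0 to 45.0 CPM on day 4 and from 13.1 to 57.0 CPM on day 8, and the transcript was not called at any dose rate up to 4 mGy/h.

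Among the other transcripts with the largest rises at 100 mGy/h on day 4, XM_032939783.1 (LOC116932065) rose from 1.97 ± 0.618 to 6.57 ± 0.928 CPM (SD, n = 4), an edgeR log2 fold change of 1.73 (SE 0.26, adjusted p = 0.000431). XM_032939993.1, which matched no symbol, rose from 4.19 ± 0.857 to 13.3 ± 1.93 CPM (SD, n = 4), a log2 fold change of 1.67 (SE 0.20, edgeR adjusted p = 1.96e-05). The largest falls were smaller. XM_032933480.1 fell from 303 ± 78.6 to 159.6 ± 24.9 CPM (SD, n = 4), with a log2 fold change of -0.93 (SE 0.19, edgeR adjusted p = 0.0120). This record shares the symbol LOC116926536 with another record of the table, so its level is uncertain where reads were split between them. XM_032933479.1 fell from 404 ± 61.9 to 214 ± 32.7 CPM (SD, n = 4), with a log2 fold change of -0.92 (edgeR adjusted p = 0.000618). The same transcript was higher than the control at 40 mGy/h (log2 fold change 0.67, edgeR adjusted p = 0.0325). XM_032935780.1 (LOC116928687) fell from 5.68 ± 1.04 to 3.00 ± 0.236 CPM (SD, n = 4), with a log2 fold change of -0.92 (edgeR adjusted p = 0.00180). With only the 2 compared groups in the fit, XM_032933480.1 and XM_032935780.1 were not called (edgeR adjusted p = 0.172 and 0.0795).

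The transcripts called at the most dose rates on day 4 did not have their highest levels at 100 mGy/h. XM_032932645.1 (LOC116925883) was called at 1, 4, 10 and 40 mGy/h. Its level was 7.54 ± 1.14 CPM in controls, 17.6 ± 2.55 CPM at 1 mGy/h and 10.7 ± 1.66 CPM at 100 mGy/h (SD, n = 4), and the last was not called (edgeR adjusted p = 0.103). XM_032936618.1 was called at the same 4 dose rates, from 63.9 ± 5.55 CPM in controls to 82.7 ± 4.87 CPM at 10 mGy/h (SD, n = 4), a log2 fold change of 0.37 (edgeR adjusted p = 0.00383). With surrogate variables it was called at 2 dose rates.

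At 100 mGy/h on day 8, XM_032934796.1 (LOC116927744) had the largest fold change, but its replicates disagreed. The exposed libraries had 388, 0.895, 300 and 537 CPM, and no control exceeded 0.337 CPM. Some libraries of other groups were also high, with 154.7 CPM in replicate 3 at 40 mGy/h and 14.0 CPM in replicate 3 at 4 mGy/h. At 10 mGy/h, replicates 1 and 2 had 10.4 and 29.0 CPM. The log2 fold change of 10.51 had an SE of 2.44 (edgeR adjusted p = 0.0283). Controls had between 1 and 5 counts, around the floor of 3 counts, so the size of this fold change is poorly determined. XM_032932821.1 (LOC116926043) rose from 0.684 ± 0.445 to 6.83 ± 2.47 CPM (SD, n = 4), with a log2 fold change of 3.30 (edgeR adjusted p = 0.0287), and another record of the table shares its symbol. XM_032932105.1 rose from 16.6 ± 7.16 to 99.1 ± 33.5 CPM (SD, n = 4), with a log2 fold change of 2.58 (edgeR adjusted p = 0.0334). These 3 rises were not called once surrogate variables were added (edgeR adjusted p = 0.220, 0.407 and 0.123).

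The largest falls on day 8 were those of XM_032934257.1 (LOC116927224), XM_032941588.1 and XM_032925901.1. The first fell from 10.8 ± 2.16 to 4.19 ± 0.441 CPM (SD, n = 4), with a log2 fold change of -1.37 (SE 0.26, edgeR adjusted p = 0.00842). XM_032941588.1 fell from 252 ± 77.5 to 101 ± 31.2 CPM (SD, n = 4), with a log2 fold change of -1.33 (SE 0.36, edgeR adjusted p = 0.0499), and it was not called in any of the 8 fits that each left out 1 library. With surrogate variables neither of these falls was called (edgeR adjusted p = 0.119 and 0.163). XM_032925901.1 fell from 370 ± 73.7 to 149.7 ± 45.2 CPM (SD, n = 4), with a log2 fold change of -1.31 (SE 0.25, edgeR adjusted p = 0.00884), and was still called with surrogate variables (edgeR adjusted p = 0.0250). On the same day XM_032942389.1 was called at 0.4, 1, 40 and 100 mGy/h. Its level was 33.2 ± 4.61 CPM in controls, 62.5 ± 8.49 CPM at 0.4 mGy/h and 62.2 ± 6.24 CPM at 100 mGy/h (SD, n = 4). Its log2 fold changes there were 0.91 (edgeR adjusted p = 0.0204) and 0.91 (edgeR adjusted p = 0.00440). At 4 and 10 mGy/h it was 54.6 ± 8.02 and 48.7 ± 6.95 CPM (SD, n = 4), not called (edgeR adjusted p = 0.701 and 0.997), and at 40 mGy/h it was 61.6 ± 10.2 CPM (SD, n = 4). Leaving out a library reduced the number of dose rates at which it was called to as few as 1. With the replicate number as a block it was called at 2 dose rates, with surrogate variables at 3, and by DESeq2 at 5.

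To compare the days, calls at 100 mGy/h were intersected over the 9202 transcripts tested on both. Of 71 called on day 4 and 250 on day 8, 13 were called on both, and 12 of these changed in the same direction (11 higher, 1 lower) where 0.943 would be expected by chance. XM_032939826.1 (LOC116932096) was among them, with edgeR log2 fold changes of 1.16 (SE 0.14, adjusted p = 2.83e-05) on day 4 and 1.27 (SE 0.24, adjusted p = 0.00815) on day 8, where it was not called with surrogate variables (adjusted p = 0.147). XM_032926853.1 was another, with edgeR log2 fold changes of 0.77 (SE 0.09, adjusted p = 1.51e-05) on day 4 and 0.72 (SE 0.13, adjusted p = 0.00729) on day 8, where it was not called with only the 2 compared groups in the fit (adjusted p = 0.0681). Across all 9202 transcripts, which are not independent replicates, the log2 fold changes of the 2 days were nearly unrelated (r = 0.0370, rho = 0.0404). The interaction of dose rate and day was called by edgeR for 410 of 9329 transcripts, 193 with a higher and 217 with a lower fold change on day 8. Across the fits that each left out 1 library this number ran from 150 to 787, and DESeq2 called 901.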

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

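The tests of library size, abundant transcripts, isoforms, scaling, library-size class and age were set down before their results were seen, as were the regroupings of the libraries.

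The effect of 100 mGy/h differed between days for 410 transcripts in the edgeR interaction test. Among 60 exchanges of exposed and control labels within same-numbered pairs, the real labels included, 3 gave at least as many calls, with a largest other count of 546. These exchanges do not decide whether chance gives such a count. The 6 arrangements with the most calls, the real one included, left all day 8 labels in place, so they keep the day 8 response whatever is done to day 4. Every exchange that altered a day 8 label gave at most 10 calls. Exchanging all 4 day 4 pairs, which tests the sum of the effects and not their difference, gave 515. Age differs between the days along with the length of exposure, and these were not separated.

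Of 17 named transcripts with an interaction test, 9 had an edgeR adjusted p-value under 0.05. Transcripts named for the largest change on a single day are favoured to show a smaller change on the other day, so these tests are not independent of the choice. The day 8 effect minus the day 4 effect, on the log2 scale, was -1.31 for XM_032939783.1 (adjusted p = 0.0350), -1.50 for XM_032939993.1 (adjusted p = 0.00608), 1.19 for XM_032933480.1 (adjusted p = 0.0370), 4.16 for XM_032932821.1 (adjusted p = 0.0123) and 3.00 for XM_032932105.1 (adjusted p = 0.0112). It was -1.85 for XM_032934257.1 (adjusted p = 0.000956), -1.53 for XM_032941588.1 (adjusted p = 0.0215), -1.22 for XM_032925901.1 (adjusted p = 0.0216) and 1.14 for XM_032942389.1 (adjusted p = 0.0118). A difference in age between the days applies to all of them: control levels of XM_032932105.1 were 107.7 ± 33.0 CPM on day 4 and 16.6 ± 7.16 CPM on day 8 (SD, n = 4), so its rise at 100 mGy/h on day 8 to 99.1 CPM brought it near its day 4 control level. Whether day 8 effects at 100 mGy/h as a whole follow the age difference was tested across the 256 called transcripts, and the correlation with the day 8 minus day 4 means was r = 0.188, under the 0.3 set beforehand. Library totals varied alike on both days, with a ratio of the largest to the smallest of 1.07. Without the most abundant transcript, 235 transcripts were called at 100 mGy/h on day 8.

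In groups of 4 libraries, the value farthest from the rest was compared with Dixon's critical value. By chance about 1 in 20 groups exceeds it, which is 4.8 among the 96 groups tested, and 6 did. The number flagged is thus near the number expected by chance, but the groups are not independent, since the same libraries enter several measures. This count does not decide whether any single flagged value arose by chance. On day 4, replicate 3 at 4 mGy/h had a first-component score of -27.6 where the other 3 libraries lay between 31.3 and 39.4. On day 8, control replicate 2 had a score of 14.3 where the others lay between -20.2 and -17.6. In the day 4 10 mGy/h group, replicate 1 gave 1.11% of its counts to its most abundant transcript, and the others gave between 0.954% and 0.977%. Among controls, replicate 3 had 5.48 CPM of XM_032939993.1 on day 4 (others 3.69 to 3.83), replicate 4 had 4.13 CPM of XM_032935780.1 on day 4 (others 6.0 to 6.33), and replicate 1 had 27.3 CPM of XM_032932105.1 on day 8 (others 12.6 to 13.8). No group of 4 library totals exceeded the critical value, but with 4 values this does not exclude depth for a single library. Day 4 control replicate 3 had 14243541 counts, the largest day 4 total, and the other day 4 controls had 13399048 to 13625826. Day 8 control replicate 2 had the smallest total of its group (14053882). The other flagged libraries had totals inside the range of their groups. For the day 4 score, thinning to equal totals left 50.9% of the variance on the first component, but totals that differ by at most 1.07 times leave little for thinning to change. A mislabelled library was not tested, since the labels give no second marker of a library's group.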

How the results depend on the processing

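Surrogate variables and the library-size class were chosen after seeing the data, and the other alternatives before. The planned gene set tests, and their alternative with an estimated correlation, were not run because the symbols used carry no descriptions. RLE scaling kept all 20 counts and medians within 1.5 times, or 1 bootstrap SD, of the reported value. Where a count changed by more, the cause was not tested.

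DESeq2 called more transcripts than edgeR in every count, by over 1.5 times in 17 of them and by less for the day 8 trend (799 against 609). On day 4 it called 395, 269, 165, 246, 106 and 131 at 0.4, 1, 4, 10, 40 and 100 mGy/h, 1012 in the omnibus test and 100 with a trend. On day 8 it called 10, 51, 2, 4, 24 and 680, and 677 in the omnibus test. It gave 20 transcripts on both days and 901 in the interaction. In simulated data with 9369 transcripts, 14.7% of its day 4 omnibus calls were false against 3.98% for edgeR, and 8.62% against 5.95% at 100 mGy/h. The simulation lacks the variation that transcripts share in the real libraries, so these rates may not hold there. Simulated day 4 calls at 100 mGy/h were 383 for DESeq2 and 370 for edgeR. The real counts of 131 and 71 lie further apart, so the simulation does not account for the difference.

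Without the low-count filter, 8 transcripts were called at 0.4 mGy/h on day 4 and 163 at 100 mGy/h on day 8. With only the 2 compared groups in the fit, day 4 gave 278, 29, 1, 6, 8 and 29 calls at 0.4, 1, 4, 10, 40 and 100 mGy/h, and day 8 gave 6 at 1 mGy/h, 0 at 10 mGy/h (244 at an unadjusted p-value under 0.05) and 1 at 40 mGy/h. At 100 mGy/h on day 8 it gave 268, but only 127 of these were among the 256 reported. The dose rate itself as covariate gave 159 trends on day 4 and 1117 on day 8. The median benchmark dose rate was 15.5 mGy/h (day 4) and 60.2 mGy/h (day 8) for a response of 2 SD, and 12.7 mGy/h (day 4) and 7.82 mGy/h (day 8) for transcripts of the omnibus test, which reverses the order of the days. Only 44 of the 330 omnibus transcripts on day 4 and 92 of the 135 on day 8 had a trend. The others were fitted in the direction of a slope that was not called. Transcripts that did not reach the response were left out of these medians, and their number was not recorded.

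With the replicate number as a block, 24 transcripts were called at 10 mGy/h on day 4, 1 at 0.4 mGy/h on day 8, and 167 in the interaction. The other 15 counts stayed within 1.5 times. Same-numbered libraries are different animals, and their deviations from the group means were uncorrelated (0.0143 on day 4 and -0.00716 on day 8).

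With surrogate variables, day 4 gave 1, 27, 1 and 16 calls at 0.4, 1, 4 and 40 mGy/h and 167 in the omnibus test. Day 8 gave 0 at 0.4 mGy/h (279 unadjusted), 5 at 40 mGy/h, 27 at 100 mGy/h, 36 in the omnibus test and 35 trends. Of the 27, 18 were among the 256 reported. With the library-size class, day 4 gave 5 calls at 0.4 mGy/h and 2 at 10 mGy/h.

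Leaving out each library in turn gave, on day 4, from 0 to 41 calls at 0.4 mGy/h (0 in 1 fit, with 1014 unadjusted), 29 to 58 at 1 mGy/h, 2 to 14 at 4 mGy/h, 10 to 43 at 10 mGy/h, 14 to 29 at 40 mGy/h, 52 to 72 at 100 mGy/h and 232 to 539 in the omnibus test. On day 8 it gave 0 to 2 at 0.4 mGy/h (0 in 6 fits, with 286 to 735 unadjusted), 9 to 27 at 1 mGy/h, 1 to 4 at 40 mGy/h, 35 to 191 at 100 mGy/h, 52 to 240 in the omnibus test and 221 to 917 trends. It gave 7 to 11 transcripts on both days, 150 to 787 in the interaction, and a day 4 median benchmark dose rate of 2.51 to 4.50 mGy/h. The day 8 median benchmark dose rate ran from 5.59 to 12.9 mGy/h.

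With only the 2 compared groups in the fit, 5 named transcripts lost their call at 100 mGy/h in edgeR. These were XM_032933480.1 (adjusted p = 0.172) and XM_032935780.1 (0.0795) on day 4, and XM_032941588.1 (0.0503), XM_032939826.1 (0.0519) and XM_032926853.1 (0.0681) on day 8. With surrogate variables 6 lost it on day 8, XM_032939826.1 (edgeR adjusted p = 0.147), XM_032934796.1 (0.220), XM_032932821.1 (0.407), XM_032932105.1 (0.123), XM_032934257.1 (0.119) and XM_032941588.1 (0.163). XM_032941588.1 also lost it without the low-count filter (edgeR adjusted p = 0.0588). None of the 14 named transcripts whose fold change was followed reversed direction under any alternative run, and for XM_032932645.1, XM_032936618.1 and XM_032942389.1 only the number of dose rates with a call was followed. Of their values, 12 were weaker and 2 moved under the alternatives other than leaving out a library, and 28 were weaker and 6 moved when a library was left out. XM_032941588.1 lost its call in all 8 fits that each left out a library, XM_032932105.1 in 7, XM_032934796.1 and XM_032932821.1 in 5 each, and XM_032933480.1 in 3. XM_032940429.1 was called at 100 mGy/h under every alternative on both days. Its log2 fold change ran from 1.62 to 1.76 on day 4 and from 2.05 to 2.19 on day 8 when a library was left out. Whether depth limits the detection of changes in transcripts with few counts was not tested. For XM_032939783.1, at 1.97 CPM in day 4 controls, the log2 fold change ran from 1.56 to 1.91 on day 4 when a library was left out.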

Other observations

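The first day 4 component held the largest share of variance, and its scores differed between dose-rate groups (permutation p = 0.0236). The controls had the lowest mean, and among exposed groups the means fell from 39.8 at 0.4 mGy/h to -20.0 at 100 mGy/h in order of dose rate, except at 1 mGy/h (-1.15). An effect of exposure on this axis is therefore not excluded. The tests of this axis were set down before their results were seen. The test of isoform counting was chosen after the pattern had been seen. Thinning every day 4 library to 13285376 counts left 50.9% of the variance on the component, and leaving out the 100 most abundant transcripts, which took 28.5% of counts, left 50.9%. Over transcripts that are the single record of their gene it was 53.5%, and with RLE scaling it was 50.9%. In a model with dose rate, the library-size class called 0 transcripts (406 at an unadjusted p-value under 0.05). All 4 libraries at 10 mGy/h are in the larger class, so only libraries at 0, 40 and 100 mGy/h inform that test. The 0 calls alone therefore do not exclude the class. Within the smaller class, scores ran from -41.3 (100 mGy/h, replicate 4) to 56.4 (0.4 mGy/h, replicate 3). The class alone therefore does not give the spread along the axis. Only 299 tested records belong to genes with several records, so the single-record value does not exclude isoforms. Thinning totals that differ by at most 1.07 times, leaving out 100 of 9369 transcripts, or replacing TMM factors between 0.960 and 1.03 could hardly have changed the share, so depth, abundant transcripts and scaling are not excluded by these values. GC content, transcript length and contamination were not tested. Across 9202 transcripts, the loading on the component correlated with the difference between the day 8 and day 4 means (r = 0.686), against a largest absolute r of 0.264 for components 2 to 6. It also correlated with the loading of the first day 8 component (r = 0.564). Transcripts are not independent replicates, so no p-value is given. A candidate explanation is that libraries of a nominal day differ in developmental stage, with the libraries of high score closer to the day 8 profile. This remains a hypothesis, because the labels give the age in days only, and handling or sampling time was not tested.

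If so, the day 4 calls at 0.4 mGy/h could reflect where the libraries fell on this axis, with all 4 controls at one end and all 4 libraries at 0.4 mGy/h at the other. With the surrogate variables, which were chosen after the data were seen, the calls at 0.4 mGy/h went from 15 to 1. At 1 mGy/h, where replicates 1 and 2 share the position of the controls, 27 of the 63 calls were kept. Placement and exposure cannot be told apart at 0.4 mGy/h, since no control shares the position of the exposed libraries. By contrast, 60 of the 71 calls at 100 mGy/h on day 4 were kept under surrogate variables.

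Other splits of the libraries were counted for each result. For every contrast of a dose rate with the control, splits were restricted to the 8 that part every same-numbered pair, so the share cannot fall under 0.05 and this count alone cannot exclude chance. The real split was the 1 with the most calls at every dose rate on day 4, and at 0.4, 1, 10, 40 and 100 mGy/h on day 8. At 4 mGy/h on day 8, where 0 transcripts were called (275 unadjusted), all 8 splits gave the same count. In those comparisons with calls, no other split of the 8 gave any. At 100 mGy/h all 35 splits were also run, most of which part fewer same-numbered pairs. The real split was the only 1 of the 35 with as many calls on each day, and the largest other count was 0 on day 4 and 1 on day 8. For the omnibus and trend tests on each day, 1 of 60 permutations of the dose rates within replicate numbers, the real order, gave as many calls. The largest other counts were 18 and 15 on day 4 and 5 and 2 on day 8. For the transcripts shared by both days in the same direction, 1 of 128 combinations of splits gave as many.

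Among genes with 1 matched record, 1071 of 7842 (13.7%, exact 95% interval 12.9 to 14.4) had no count in any library. Among genes with several records, 1481 of 2263 (65.4%, exact 95% interval 63.4 to 67.4) had none, and among genes with 4 or more records the share was 70.8%. Only 33 genes had more than 1 counted record. Counting that discarded reads shared between isoforms may give such a pattern, but the 65.4% is the observation that prompted this explanation and no test of it. Changes in genes without counts are not visible in these tables.

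The transcript XM_032923507.1, chosen after its values were seen, took 13.8 ± 2.77% (SD, n = 28) of all counts on day 8, from 9.22% to 18.7% across libraries, and 1.05% of counts on day 4. Without it, 235 transcripts were called at 100 mGy/h on day 8, against 256 with it, and 234 were called both times. The largest change in any log2 fold change of that comparison was 0.02. No biological explanation was tested.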
